# Methamphetamine Induces TET1- and TET3-Dependent DNA Hydroxymethylation of *Crh* and *Avp* Genes in the Rat Nucleus Accumbens

**DOI:** 10.1007/s12035-017-0750-9

**Published:** 2017-08-25

**Authors:** Subramaniam Jayanthi, Betina Gonzalez, Michael T. McCoy, Bruce Ladenheim, Veronica Bisagno, Jean Lud Cadet

**Keywords:** DNA methylation, DNA hydroxymethylation, TET, *Crh*, *Avp*, *Cartpt*, Neuropeptides

## Abstract

Methamphetamine (METH) addiction is a biopsychosocial disorder that is accompanied by multiple relapses even after prolonged abstinence, suggesting the possibilities of long-lasting maladaptive epigenetic changes in the brain. Here, we show that METH administration produced time-dependent increases in the expression of *corticotropin-releasing hormone* (*Crh*/*Crf*), *arginine vasopressin* (*Avp*), and *cocaine- and amphetamine-regulated transcript prepropeptide* (*Cartpt*) mRNAs in the rat nucleus accumbens (NAc). Chromatin immunoprecipitation (ChIP) assays revealed that METH increased the abundance of phosphorylated CREB (pCREB) at the promoter of *Cartpt* but not at *Avp* or *Crh* DNA sequences. In contrast, METH produced DNA hypomethylation at sites near the *Crh* transcription start site (TSS) and at intragenic *Avp* sequences. METH also increased DNA hydroxymethylation at the *Crh* TSS and at intragenic *Avp* sites. In addition, METH increased the protein expression of ten-eleven-translocation enzymes that catalyze DNA hydroxymethylation. Importantly, METH increased TET1 binding at the *Crh* promoter and increased TET3 binding at *Avp* intragenic regions. We further tested the role of TET enzymes in METH-induced changes in gene expression by using the TET inhibitor, 1,5-isoquinolinediol (IQD), and found that IQD blocked METH-induced increases in *Crh* and *Avp* mRNA expression. Together, these results indicate that METH produced changes in neuropeptide transcription by both activation of the cAMP/CREB pathway and stimulation of TET-dependent DNA hydroxymethylation. These results provide molecular evidence for epigenetic controls of METH-induced changes in the expression of neuropeptides.

**Electronic supplementary material:**

The online version of this article (10.1007/s12035-017-0750-9) contains supplementary material, which is available to authorized users.

## Introduction

Methamphetamine (METH) is an addictive psychostimulant whose abuse is widespread throughout the world. Similar to other psychostimulants, its rewarding properties are due to activation of the reward pathway that projects from the ventral tegmental area (VTA) to diverse brain structures including the nucleus accumbens (NAc) [1, 2]. Perturbations in this pathway may be involved in promoting relapses [3]. Importantly, because some neurotransmitters may be regulators of various addiction stages that include initiation, escalation, and recurrent relapses [4], pharmacological manipulations of these brain systems may offer opportunities to treat addiction [5, 6]. In fact, addiction appears to stimulate diverse pathways that may serve as a coincident signal to promote compulsive drug-taking behaviors [7, 8]. Some of these pathways may use neuropeptides that are known to respond to stress, as recently described in a microarray paper that documented METH-induced increases in the expression of *Crh*/*Crf*, *Avp*, and *Cartpt* in the NAc [8]. These peptides are known participants in stress responses in several brain regions [9, 10]. Indeed, the NAc is known to be activated by stress [11], possibly through the regulation of CRF since CRF-containing cell bodies are located in that structure [12, 13].

Exposure to psychostimulants has now been shown to result in epigenetic modifications in several regions of the brain [8, 14]. These epigenetic events include covalent histone modifications, DNA methylation, and expression of non-coding RNAs [15, 16]. Although most of these studies have investigated the effects of cocaine, a few reports have begun to identify a role for epigenetic mechanisms in METH-induced changes in the brain. For example, Ikegami et al. (2010) [17] showed that METH increased methylation of histone H3 at lysine 4 (H3K4me3) in the NAc. METH also produced differential effects on histone acetylation in the NAc, decreased histone deacetylase HDAC1 protein levels, and increased HDAC2 expression [18]. METH-induced conditioned place preference (CPP) increased histone H3 di- and trimethylation at lysine 4 (H3K4me2 and me3) but decreased H3K27me2 abundance [19]. Moreover, METH increased the expression of the DNA methyltransferase, DNMT1 [20, 21]. Interestingly, parental METH exposure produced DNA hypermethylation at 70 loci but DNA hypomethylation at 39 loci in the hippocampus of F1 mice [22]. More recently, we have shown that abstinence from METH SA is associated with increased hydroxymethylation in a subgroup of rats [23]. Taken together, these observations support the notion that METH may significantly alter biochemical pathways and behaviors via diverse epigenetic mechanisms including DNA methylation/demethylation processes.

DNA hypermethylation of cytosines adjacent to guanines (CpG sites) is thought to be responsible for transcription repression while DNA hypomethylation is more often associated with increased gene expression [24]. Demethylation is generated by the oxidation of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC) by ten-eleven translocation proteins [25] and by TET-dependent generation of 5-formylcytosine and carboxylcytosine followed by action of thymine-DNA glycosylase and base excision repair (BER) [26]. 5hmC is highly enriched in the adult brain [27] and appears to play a crucial role in the establishment of epigenetic states that promote gene expression and rapid behavioral adaptation [28].

As mentioned above, studies focusing on epigenetic neural adaptations in the NAc are important because that structure is an important link in the pathways that subsume drug-induced behavioral phenomena [29–31] including relapse [32]. Here, we report that METH increased *Crh* and *Avp* mRNA levels via increasing DNA hydroxymethylation around the *Crh* TSS and in *Avp* intragenic regions in the NAc. We found, in addition*,* that *Crh* TSS hydroxymethylation is mediated by TET1 while *Avp* hydroxymethylation is secondary to the actions of TET3. In contrast, METH-induced changes in *Cartpt* expression are mediated by increased binding of phosphorylated CREB (pCREB) at the *Cartpt* promoter. Together, these results support the notion that METH can produce a diversity of epigenetic changes in the NAc and identify DNA hydroxymethylation as a potentially important target for the development of anti-addictive drugs.

## Methods and Materials

### Animals and Drug Treatment

All animal treatments and procedures were approved by the National Institute of Drug Abuse Animal Care and Use Committee according to the *Guide for the Care and Use of Laboratory Animals* (ISBN 0-309-05377-3). Male Sprague-Dawley rats, 8–10 weeks old (Charles River Labs, Raleigh), weighing 250–300 g were housed in a humidity- and temperature-controlled (22.2 ± 0.2 °C) room with free access to food and water. The rats were group-housed (two rats per cage) with the regular light/dark schedule. All animals acclimated to the facility for 1 week. Following habituation, rats were randomly assigned to two groups (12 rats per group for each time point) and received intraperitoneal (i.p.) injections of saline or METH (10 mg/kg). This is a non-blinded study. To study the time-course effect of the METH injection, animals were euthanized at 1, 2, 3, or 4 weeks after the saline or drug injection. The euthanization procedure was completed at a consistent time of the day. NAc tissues were dissected and immediately frozen to be used in RT-qPCR, western blot analysis, methylcytosine DNA immunoprecipitation (MeDIP), and hydroxyMeDIP (hMeDIP) assays. For ChIP, MeDIP, and hMeDIP experiments, the NAc tissues were processed as described below.

For co-treatment with TET inhibitor, rats received an initial 1,5-isoquinolinediol (IQD) (3 mg/kg dissolved in DMSO, Santacruz) i.p. injection 4 h prior to either saline or to METH injections on day 1. Subsequently, IQD was injected on days 2, 4, and 6 days after the METH injection. During subsequent weeks (2nd, 3rd, and 4th week), two injections of IQD were given per week. The administered IQD dose was according to the published literature [33, 34]. This dose schedule resulted in four experimental groups (eight rats in each group): saline/saline (control); saline/METH; IQD (3 mg/kg)/saline (IQD + saline); IQD (3 mg/kg)/METH (IQD + METH).

### Quantitative PCR Analysis of mRNA Levels

Total RNA was isolated from one NAc hemisphere using RNeasy Mini kit (Qiagen) (*n* = 8–12 rats per group). Unpooled total RNA (0.5 μg) isolated from NAc samples was reverse-transcribed with oligo dT primers using Advantage RT-for-PCR kit (Clontech). RT-qPCR was performed essentially as described previously [18, 35] with Roche LightCycler 480 II (Roche Diagnostics) using iQ SYBR Green Supermix (BioRad). For all RT-qPCR experiments, individual data were normalized using the corresponding 18S mRNA level. The results are reported as fold changes calculated as the ratios of normalized gene expression data for METH-treated groups (at various time points) in comparison to the control group (SS). Primers for *Crh* (forward sequence 5′-CCT CGC AGA ACA GTG-3′ and reverse sequence 5′-CCT CAG AAG GTG GAA GGT G-3′), *Crhr1* (forward sequence-5′-GTC CCT GAC CAG CAA TGT TT-3′ and reverse sequence-5′-CGG AGT TTG GTC ATG AGG AT-3′), *Crhr2* (forward sequence-5′-AAG GTC CTA GGA GTG ATC CGA TT-3′ and reverse sequence-5′-GGA GCC ACC AGA GAG TGC AG-3′), *Avp* (forward sequence-5′-GAG TGT CGA GAG GGT TT-3′ and reverse sequence-5′-GGC GAT GGC TCA GTA GA-3′), *Avpr1a* (forward sequence-5′-CGT GGG TCC CTT TCA TA-3′ and reverse sequence-5′-GAA ATT CTC ATC CCA GAC T-3′), *Avpr1b* (forward sequence-5′-GGC CTA CAT CAC CTG GA-3′ and reverse sequence-5′-GCA GAA GAT GAG GAC TTA T-3′), and *Cartpt* (forward sequence-5′-TGG GAA GAA GAG GGA CT-3′ and reverse sequence-5′-TAA TTT GCA CAT GCT TCC A-3′) were synthesized at the Synthesis and Sequencing Facility of Johns Hopkins University (Baltimore, MD).

### Immunoblot Analysis

Western blot analyses were carried out from NAc protein lysates (*n* = 6 rats per group). Samples were homogenized separately in 10% *w*/*v* of ice-cold 10 mM HEPES buffer (pH 7.4) containing 10 mM KCl, 1.5 mM MgCl_2,_ 1%-Igepal CA-630 supplemented with a Roche protease inhibitor cocktail tablet (Roche Diagnostics). The homogenate was centrifuged for 5 min at 1400 × g to pellet nuclear fraction. The nuclear fraction was re-suspended in a nuclear lysis buffer (20 mM HEPES, 25% glycerol, 840 mM NaCl, 1.5 mM MgCl_2,_ 0.4 mM EDTA). The supernatant was the cytosolic fraction. Protein concentrations of the nuclear fractions were determined by a BCA assay (ThermoFisher Scientific) and were then denatured with sample buffer (62.5 mM Tris-HCl, 10% glycerol, 2% SDS, 0.1% bromophenol blue, and 50 mM DTT) at 100 °C for 5 min and subjected to SDS-PAGE. Proteins were electrophoretically transferred to Hybond-PVDF membrane (Amersham). Subsequently, the membranes were incubated overnight at 4 °C with specific antibodies against CREB and pCREB (Cell Signaling, #9197 and #9191), DNMT1 (Abcam, ab54759), DNMT3A, DNMT3B (Cell Signaling, #3598 and #2161), TET1, TET2, and TET3 (Santa Cruz, sc163443, sc136926, and sc139186). After incubation, the blots were washed with TBS containing 0.1% Tween-20. The membranes were then incubated with HRP-conjugated anti-rabbit, anti-mouse, or anti-goat secondary antibody for 1 h at room temperature. To confirm equal protein loading, the blots were reprobed with *α*-tubulin antibody (1:4000, 2 h at room temperature; Sigma). ECL plus chemiluminescent reagents (GE Healthcare) were used to detect protein expression. Signal intensity was measured with Carestream Molecular Imaging software. Experiments were done twice.

### Chromatin Immunoprecipitation Assay

NAc tissue was rapidly removed from rat brains (*n* = 8–10 rats per group), minced to ~ 1-mm-sized pieces, and immediately cross-linked in 1% formaldehyde for 15 min at room temperature. The cross-linking reaction was stopped by adding glycine to a final concentration of 0.125 M. The tissue was washed five times in cold PBS containing a Roche protease inhibitor cocktail tablet (Roche Diagnostics) and 1 mM PMSF (Sigma). Tissues were then rapidly frozen on dry ice. The fixed NAc tissues were suspended in SDS lysis buffer (Millipore) containing the Roche protease inhibitor cocktail (Roche Diagnostics) and 1 mM PMSF and homogenized twice for 10 s. Each sample was transferred to TPX plastic tube (Diagenode) and sonicated (15 cycles, 30″ ON and 30″ OFF) using the Diagenode Bioruptor device. Afterwards, fragmentation was checked by gel analysis to confirm a sheared range of 300–600 bp. Dynabeads (Life Technologies) were incubated with 5 μg of ChIP antibodies directed against pCREB (Cell Signaling, #9191), TET1 (ActiveMotif, #61443), TET2 (Millipore, MABE462), and TET3 (Santa Cruz, sc139186). As a control, NAc tissues were also incubated with 5 μg nonimmune rabbit IgG (Millipore, 12–370) overnight at 4 °C.

Equal amounts of chromatin lysate (60 μg) were diluted with ChIP dilution buffer (Millipore) to a final volume of 1.5 mL, and 100 μL of the pre-immunoprecipitated lysate was saved as “input” for later normalization. The chromatin lysate was then immunoprecipitated with appropriate antibodies overnight at 4 °C. The beads were sequentially washed once with low salt, high salt, LiCl, and Tris-EDTA according to the manufacturer’s instructions. The DNA-protein complexes were then eluted from the beads with 500 μL of NaHCO_3_/SDS elution buffer. DNA and proteins were dissociated at 65 °C for 4 h under high-salt conditions, followed by RNase A treatment for 30 min at 37 °C and proteinase K treatment for 1 h at 55 °C. The DNA was then extracted with phenol/chloroform, precipitated with ethanol, and finally resuspended in 80 μL of 10 mM Tris pH 8.0.

qPCR was performed with ChIP specific primers for *Crh*, *Avp*, and *Cartpt* (see Table S1 for details), using Roche LightCycler (Roche Diagnostics) and with iQ SYBR Green (BioRad) monitoring. All PCR reactions were performed in duplicate and included negative controls (no DNA). LightCycler software was used to calculate standard curves calculated using serial dilutions (100–0.1 ng) of input genomic DNA.

### Methylated DNA Immunoprecipitation and Hydroxymethylated DNA Immunoprecipitation

Genomic DNA was isolated from NAc tissue (*n* = 10 rats per group) by overnight proteinase k treatment, phenol-chloroform extraction, ethanol precipitation, and RNase digestion. Subsequently, 300 μL fractions of DNA (20 μg) were sheared by ultrasonic treatment using the Diagenode Bioruptor (12 cycles, 30 s “ON”, 30 s “OFF”) to obtain a fragment size between ~ 200–600 bp. After denaturation (10 min at 95 °C), 5 μg DNA was then immunoprecipitated overnight at 4 °C using 5 μL of mouse monoclonal anti-5mC antibody (Millipore, MABE146) for MeDIP assay or 5 μL of rabbit polyclonal anti-5hmC antibody (ActiveMotif, #39769) for hMeDIP assay in a final volume of 500 μL IP buffer (10 mM sodium phosphate (pH 7.0), 140 mM NaCl, 0.05% Triton X-100). We incubated the mixture with 80 μL of Dynabeads (Life Technologies) overnight at 4 °C and washed it three times with 700 μL of IP buffer. We then treated the beads with proteinase K for 3 h at 50 °C and recovered the methylated or hydroxymethylated DNA by phenol-chloroform extraction followed by ethanol precipitation. Sheared “input” DNA samples were collected prior to immunoprecipitation for subsequent comparison with immunoprecipitated DNA.

### qPCR on MeDIP and hMeDIP Samples

We carried out qPCR reactions with 20 ng of input DNA and immunoprecipitated methylated or hydroxymethylated DNA. For qPCR reactions, we used the iQ SYBR Green PCR master mix (BioRad) and Roche thermal cycler (Roche Diagnostics). The primer sequences and location are shown in Table S1. Reactions were done in duplicates and standard curves were calculated on serial dilutions (100–0.1 ng) of input genomic DNA. To evaluate the relative enrichment of target sequences after MeDIP or hMeDIP, we calculated the ratios of the signals in the immunoprecipitated DNA versus input DNA.

### Statistical Analysis

All the quantitative data are presented as mean + SEM. For time-course data comparing control and METH-treated groups at various time points, as well as for the experiment involving IQD (TET inhibitor co-treatment) and one-way ANOVA followed by Fisher’s PLSD, post hoc analysis was used to calculate significance for MeDIP, hMeDIP, and ChIP experiments, the data were assessed by unpaired Student’s *t* test (Stat View version 4.02). For all experiments, the null hypothesis was rejected at *p* < 0.05.

## Results

### METH Causes Long-Lasting Increases in Gene Expression of *Crh*, *Avp*, and *Cartpt* Neuropeptides

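The nucleus accumbens (NAc) was profiled with 1-colour Illumina BeadChips, on which beads that carry oligonucleotide probes report the amount of each transcript by their brightness. Male Sprague-Dawley rats received a first injection of saline or METH (10 mg/kg) and, a month later, a second injection of saline or METH (2.5 mg/kg), and were killed 2 h after the second injection. The deposited labels place 24 arrays in 4 groups. These are 4 arrays from rats given saline at both injections (SS), 7 from rats given METH then saline (MS), 6 from rats given saline then METH (SM) and 7 from rats given METH at both (MM). METH (10 mg/kg) was compared with saline as MS against SS, the groups without METH at the second injection. The labels give the tissue as NAc and its source as striatal. They do not tie each array to 1 rat, so that every p-value measures the spread between these samples. The arrays lie on 2 slides, with 2 and 2 SS, 4 and 3 MS, 3 and 3 SM, and 3 and 4 MM arrays on slides 1 and 2. The authors extracted total RNA, read the arrays with BeadStudio (version not given) and deposited background-subtracted intensities that were not scaled between arrays. The median intensity of an array was 10 to 17.1 in SS (median 12.6), 12.8 to 16.4 in MS (median 15.2), 11.4 to 23 in SM (median 14.7) and 12.7 to 17.1 in MM (median 14.1). Of 22523 probes, 49.7% to 53.8% were detected at a detection p under 0.05 on the SS arrays (median 51.1%), 51.5% to 53.8% on the MS arrays (median 52.2%), 49.4% to 53.1% on the SM arrays (median 51.7%) and 51.3% to 53.4% on the MM arrays (median 52.7%). The deposited detection p-values stood in another order than the intensities and were paired with them again by rank within each array. The intensities were then background-corrected and quantile-normalized with limma's neqc (offset 16). This correction pulls the changes of dim probes toward 0. Simulated 3-fold changes in MS against SS came back as a median of 2.92-fold for bright and 2.18-fold for dim probes, over 13244 probes. The 12956 probes with a detection p under 0.05 on at least 4 arrays were tested with limma's moderated test, with 1 mean per group over all 24 arrays and Benjamini-Hochberg adjustment. The comparisons, the gene lists, the rule for naming genes and the alternatives to these settings were chosen before the data were examined, except where stated. The number of arrays limits the precision of every value.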

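In MS against SS, Rpl30, Cartpt, Slc17a6 and Nmb were among the named genes with the largest increases, and Nmu, Ttr and Cck among those with the largest decreases. At a change above 1.8-fold with an unadjusted p under 0.01, 118 probes were higher and 120 were lower in MS than in SS, which stand for 82 and 99 named genes. At an adjusted p under 0.05 from limma, 1140 probes were higher and 1198 were lower. Slc17a6, the vesicular glutamate transporter of many subcortical neurons, rose by a log2 difference of 2.23 (SE 0.18, limma's adjusted p = 1.65e-09). Nmb, the precursor of neuromedin B, rose by 2.05 (SE 0.37, limma's adjusted p = 1.90e-04), and 2 of 4 SS arrays and all 7 MS arrays detected it. The largest increase of a named gene was that of Rpl30, a protein of the large ribosomal subunit, at 2.49 (SE 0.44, limma's adjusted p = 1.84e-04), followed by that of Cartpt. The next were Slc17a6, Pnck, a calcium/calmodulin-dependent kinase, at 2.11, Nmb, Nnat at 1.94, and Nell1 at 1.80. They were followed by Hap1, which binds huntingtin, at 1.64, and Calb2, the calcium-binding protein calretinin, at 1.64. Slc7a3, Ralyl and Aard rose by 1.50, 1.48 and 1.43. Nmu, the precursor of neuromedin U, had the largest decrease among named genes past that threshold, with a log2 difference of -2.81 (SE 0.14, limma's adjusted p = 5.58e-13). Cck, the precursor of cholecystokinin, fell by 1.76 (SE 0.38, limma's adjusted p = 0.00132). Ttr, the thyroid hormone carrier made in the choroid plexus, had a log2 difference of -2.17 (SE 0.63, limma's adjusted p = 0.0159). Tnni3, Slc22a3, a transporter of organic cations that include monoamines, Lrrc10b, Sema7a, Dmkn and Slc16a6 had log2 differences of -1.78, -1.74, -1.70, -1.70, -1.68 and -1.68. Ace, which encodes angiotensin-converting enzyme, Pmepa1 and Acvr1c had log2 differences of -1.42, -1.42 and -1.41. Of these 24 genes, all but Ttr and Cck also passed in the same direction at an adjusted p under 0.05 in SM against SS, which uses the same SS arrays and has no METH a month before. In MM against SM, which has METH a month before in MM alone and shares no arrays with MS against SS, 1 of the 24 did, Tnni3 at -0.91 (limma's adjusted p = 0.0381), and Ttr went the other way, at 5.00. That call on Tnni3 was lost under 5 alternatives (adjusted p = 0.00467 to 0.592 over all). In SM against SS, slide 1 alone ended the calls on Nmb, Rpl30, Tnni3 and Dmkn (limma's adjusted p = 0.187, 0.741, 0.225 and 0.493). The authors' series matrix values also ended that on Dmkn (0.0553). The SM against SS calls on Nnat, Nell1, Hap1, Calb2, Slc7a3, Ralyl, Aard, Slc22a3, Pmepa1 and Acvr1c were not followed under the alternatives. At 1.8-fold and the unadjusted p, 241 probes passed on slide 1 alone, 294 on slide 2 alone and 241 with slide as a block. Without background correction 577 passed (323 higher and 254 lower), with an offset of 50, 92 passed, and with the authors' series matrix values, whose median difference over all probes was 0.14, 592 passed (453 higher and 139 lower). On slide 1 alone, with 2 SS arrays, the calls on Nmb, Rpl30, Cck, Dmkn and Ttr were lost, with adjusted p values from limma of 0.112, 0.136, 0.141, 0.160 and 0.445, and over all alternatives these were 2.06e-05 to 0.112, 3.30e-06 to 0.136, 3.32e-04 to 0.141, 1.91e-06 to 0.192 and 1.29e-04 to 0.445, while the call on Ttr was also lost without SS sample 20 (log2 difference -1.75, adjusted p = 0.0923) and with an offset of 50 (adjusted p = 0.112). In settings chosen after the data were seen, which use the series matrix values without a filter, the call on Ttr was lost on all arrays (limma's adjusted p = 0.117), those on Aard, Cck, Tnni3 and Dmkn on the SS and MS arrays alone (limma's adjusted p = 0.0528, 0.0647, 0.0767 and 0.153), and those on Rpl30, Acvr1c, Aard, Cck, Tnni3 and Dmkn with an unmoderated test of each probe (0.0649, 0.0651, 0.0730, 0.0881, 0.102 and 0.192), and over all alternatives Aard, Tnni3 and Acvr1c had 5.22e-08 to 0.0730, 2.62e-06 to 0.102 and 3.51e-07 to 0.0651.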

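Marker genes of striatal medium spiny neurons, the main neurons of the NAc, were lower in MS than in SS, and marker genes of the hypothalamus and preoptic area were higher. Of 25 medium spiny neuron genes, 21 were lower, 1 was higher and 3 did not pass at an adjusted p under 0.05 from limma (22 lower and 1 higher when adjusted over the list alone). Their median log2 difference was -0.51, with -0.59 on slide 1 and -0.53 on slide 2. Limma's camera test of the list gave an adjusted p = 6.80e-16 (adjusted p = 0.00291 with an estimated correlation). Among them were Tac1, the precursor of substance P, at -0.88, the phosphodiesterase Pde10a at -1.02, Rasd2, a striatal small GTPase, at -1.18, and the retinoid receptor Rxrg at -0.92. The 1 gene that was higher, named after its values were seen, was Isl1 at 0.35. Of 19 hypothalamic and preoptic genes, 9 were higher and none was lower (9 and none when adjusted over the list alone). Their median was 0.45, with 0.40 on slide 1 and 0.38 on slide 2 (camera, adjusted p = 8.44e-06; adjusted p = 0.0125 with an estimated correlation). Hap1 is among them. The brighter Nnat probe had a log2 difference of 1.49, and the imprinted gene Dlk1, detected on 1 of 4 SS arrays and all 7 MS arrays, had 1.18. Of the 19 genes, 9 were detected on all 4 SS arrays and 7 also stand in another list. The mean of the medium spiny neuron genes was lower in each of the 7 MS samples than in any of the 4 SS samples, and that of the hypothalamic genes without Oxt was higher. Two-sided exact permutation tests gave p = 0.00606 for each, the smallest that 7 against 4 allow. Markers of other regions and cells moved both ways. Of 12 genes of the septum, bed nucleus and cholinergic basal forebrain, 6 were higher and 1 was lower (8 and 1 when adjusted over the list alone; camera, adjusted p = 0.0140; adjusted p = 0.0718 with an estimated correlation). The peptide precursors Tac3 and Nts were at 0.77 and 0.65. Of 14 genes of glutamatergic cortex, 7 were lower and 2 were higher (7 and 2 when adjusted over the list alone; camera, adjusted p = 0.0176; adjusted p = 0.0991 with an estimated correlation). Fezf2, a transcription factor of deep-layer neurons, was at -0.89. Of 10 thalamic genes, 4 were higher and 2 were lower (4 and 2 when adjusted over the list alone; camera, adjusted p = 0.0239; adjusted p = 0.0815 with an estimated correlation). Of 16 genes of GABA interneurons, 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone; camera, adjusted p = 0.0306; adjusted p = 0.181 with an estimated correlation). Lhx6 was at 1.28 and Reln, the secreted protein reelin, at -1.01. Of 17 oligodendrocyte genes, 5 were lower and 1 was higher (7 and 1 when adjusted over the list alone; camera, adjusted p = 0.0179; adjusted p = 0.327 with an estimated correlation). Ugt8 and Mobp were both at -0.63.

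**Figure D1:**
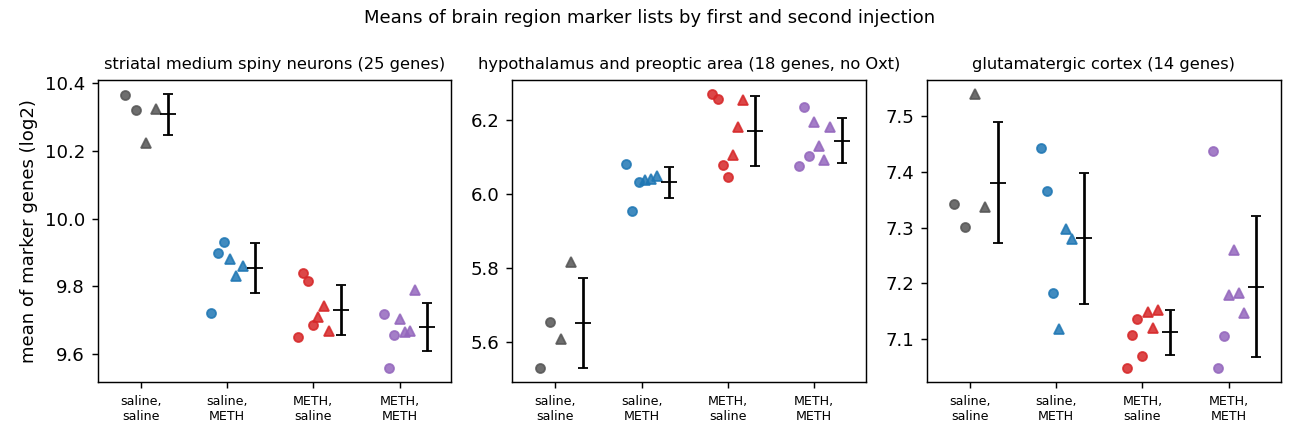
Mean normalized log2 signal of 3 marker gene lists in the NAc of each sample, by first and second injection. Circles are arrays of slide 1 and triangles arrays of slide 2, the black bars give the mean and SD of 4 SS, 6 SM, 7 MS and 7 MM arrays, and all 7 MS samples lie below the SS samples for medium spiny neurons and cortex and above them for the hypothalamus.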

Injection of METH (10 mg/kg) produced substantial changes in gene expression in rats euthanized 1 month later, with 338 genes being upregulated and 165 being downregulated (Fig. 1a). Among these genes were stress-related *Crh*, *Avp*, and *Cartpt* that showed increased expression [36] (Fig. 1b). 

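Cartpt, the precursor of the CART peptides, Crh, corticotropin-releasing hormone, and Avp, arginine vasopressin, were all higher in MS, a month after METH, than in SS. Cartpt (probe ILMN_1356902) had a deposited intensity of 1232 ± 287 (SD, n = 7) in MS and 222 ± 121 (SD, n = 4) in SS. Its log2 difference was 2.39 (SE 0.16, adjusted p = 8.49e-11 from limma), and every MS sample was above every SS sample (two-sided exact permutation test on the log2 values, p = 0.00606, the smallest possible for these groups). Crh (ILMN_1358429) had 42.4 ± 14.6 (SD, n = 7) in MS, where all 7 arrays detected it, and 10.1 ± 4.75 (SD, n = 4) in SS, where 2 of 4 did. The log2 difference of Crh was 0.89 (SE 0.18, adjusted p = 5.57e-04 from limma), with the same separation of the samples and the same exact p as for Cartpt. Avp (ILMN_1372854), also detected on 2 of 4 SS and all 7 MS arrays, had 76.9 ± 43.3 (SD, n = 7) in MS and 15.7 ± 20.7 (SD, n = 4) in SS. The log2 difference of Avp was 1.27 (SE 0.42, adjusted p = 0.0334 from limma), and 3 of 7 MS samples were above every SS sample on the log2 values (two-sided exact permutation test, p = 0.0303). In SM against SS, with METH (2.5 mg/kg) 2 h before and none a month before, the log2 differences of Cartpt, Crh and Avp were 2.56, 0.77 and 2.04 (limma's adjusted p = 6.29e-11, 0.00461 and 0.00161, and 2.73e-11 to 0.00111, 3.43e-04 to 0.295 and 2.96e-04 to 0.137 over all alternatives). In MM against SM, they were -0.42, 0.70 and -0.29 (limma's adjusted p = 0.144, 0.0251 and 0.755, and 0.0861 to 0.649, 0.0126 to 0.500 and 0.430 to 0.970 over all alternatives). Of 11 measured genes of the CRH and vasopressin system, 5 were higher, none was lower and 6 did not pass (5 and none when adjusted over the list alone). These were Cartpt, Crh, Avp, the vasopressin receptor gene Avpr1a, and Mc4r, a melanocortin receptor gene, at 0.88. The median of the list was 0.30 (camera, adjusted p = 0.00673; adjusted p = 0.0297 with an estimated correlation). As the paper named 4 of these 5 from these arrays, the list is not independent evidence of its direction. In the same MS samples the mean of the hypothalamic and preoptic markers, a list without Cartpt, Crh, Avp and here without Oxt, was higher by a log2 difference of 0.52. The call on Avp was lost on slide 1 alone (limma's adjusted p = 0.186) and slide 2 alone (adjusted p = 0.140), with an offset of 50 (0.0837), no filter (0.0812) and a variance trend with robust moderation (0.0641), and over all alternatives its adjusted p was 0.00339 to 0.186. It was also lost without SS sample 1, 8 or 15 or MS sample 7, 19 or 23, where limma's adjusted p was 0.101, 0.122, 0.0764, 0.0657, 0.0578 and 0.0530, and that on Crh was lost on slide 1 alone (adjusted p = 0.0557, and 2.85e-04 to 0.0557 over all alternatives). From the microarray data, the paper states that these stress-related genes increased in expression, and it turns to the time course of their mRNA levels.

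**Figure D2:**
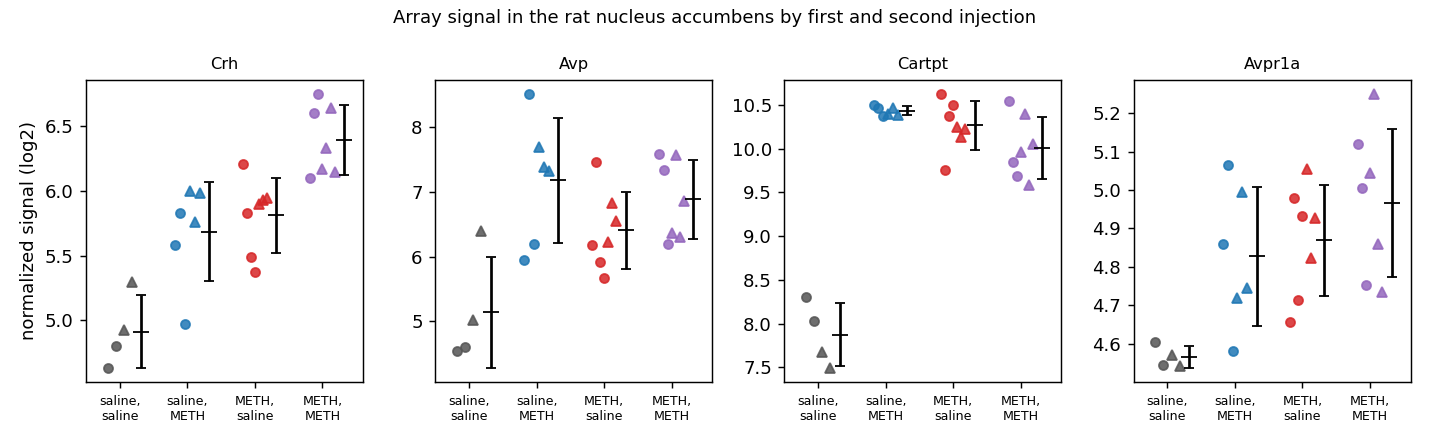
Normalized log2 signal of Crh, Avp, Cartpt and Avpr1a in the NAc of each sample, by first and second injection. Circles are arrays of slide 1 and triangles arrays of slide 2, the black bars give the mean and SD of 4 SS, 6 SM, 7 MS and 7 MM arrays, and the SS samples of Crh, Cartpt and Avpr1a lie below all 7 MS samples.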

To measure potential METH-induced time-dependent changes in *Crh*, *Avp*, and *Cartpt* mRNA levels, we injected the rats with either saline or METH and euthanized the animals at 1, 2, 3, or 4 weeks after the saline or METH injection. Figure 1 shows the time course of *Crh* (Fig. 1c), *Avp* (Fig. 1d), and *Cartpt* (Fig. 1e) expression after the drug injection. METH caused time-dependent increases in the mRNA levels of all three genes. The increases in the expression of *Crh* [F(4,47) = 4.837, *p* = 0.0024] and *Cartpt* injection [F(4,51) = 2.727, *p* = 0.0392] were apparent after 2 weeks and remained elevated for the duration of the study (Fig. 1c and e). METH-induced increases in *Avp* expression were significant at 3 and 4 weeks after the injection [F(4,44) = 4.577, *p* = 0.0035] (Fig. 1d). We also measured mRNA levels of *Crh* and *Avp* receptors. Supplemental Fig. S1 shows these results. *Crhr1* [F(4,48) = 4.134, *p* = 0.0059], *Crhr2* [F(4,42) = 4.892, *p* = 0.0025], and *Avpr1a* [F(4,45) = 4.213, *p* = 0.0056] mRNA levels showed significant increases whereas *Avpr1b* [F(4,53) = 2.571, *p* = 0.0483] showed significant decrease at 1 and 4 weeks after METH injection (Fig. S1).

**Fig. 1:**
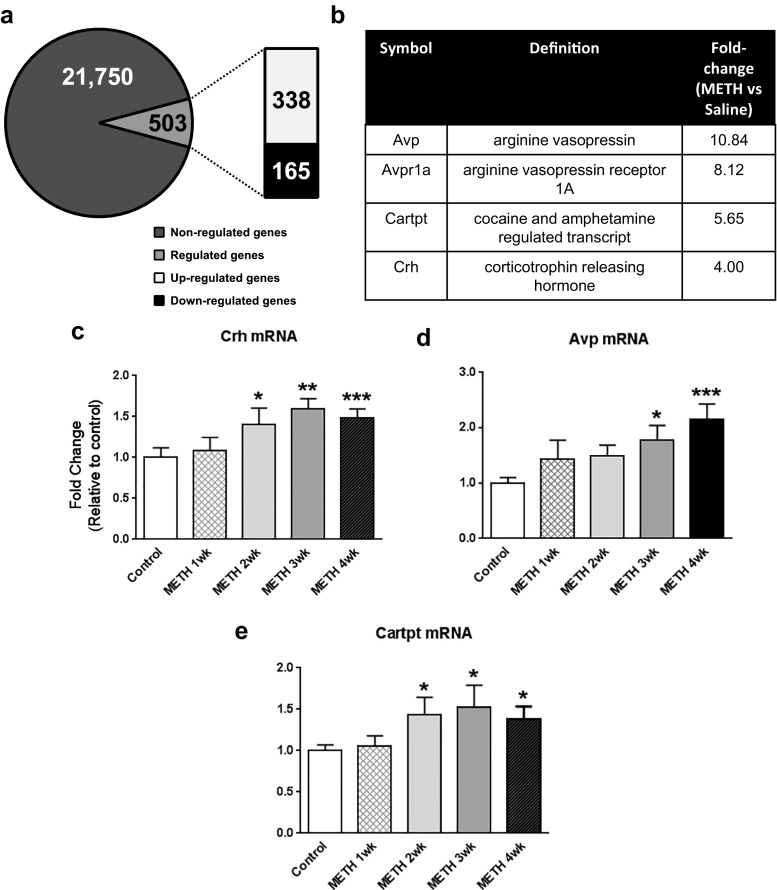
**a** Rats were treated with saline or METH (10 mg/kg), and microarray analyses (*n* = 6 rats per group) were performed 30 days later. The microarray data has been deposited in the NCBI database: GEO accession number GSE46717. **b** List of stress-related neuropeptide genes whose mRNA was significantly increased (greater than + 1.8-fold, *p* < 0.01) include *Avp* (10.8-fold), *Avpr1a* (8.12-fold), *Cartpt* (5.65-fold), and *Crh* (4-fold). METH produces time-dependent increased expression of **c** *Crh*, **d** *Avp*, and **e** *Cartpt*. Total RNA was extracted from the NAc (*n* = 8–12 rats per group), and quantitative PCR for *Crh*, *Avp*, and *Cartpt* was carried out as described in the text. The relative amounts of mRNA were normalized to 18S and quantified. Values represent means ± SEM of fold changes relative to the controls. Analysis of variance (ANOVA) followed by Fisher’s PLSD (protected least significance difference) was used to determine statistical significance. Key to statistics: *p < 0.05; **p < 0.01; and ***p < 0.001, in comparison to the control group

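The labels give 4 saline (SS) and 7 METH (MS) arrays for this comparison where the legend gives 6 rats per group, and all 11 were used. Genes that respond to neuronal activity, to glucocorticoids and to protein folding stress were lower in MS more often than higher. Of 21 immediate early genes, which neuronal activity induces, 9 were lower and 1 was higher at an adjusted p under 0.05 from limma (10 and 1 when adjusted over the list alone; camera, adjusted p = 0.00260; adjusted p = 0.312 with an estimated correlation). Klf10, Ier5, Ier2 and Dusp6 had log2 differences of -1.40, -0.83, -0.73 and -0.74. Of 14 glucocorticoid-responsive genes, 7 were lower and 1 was higher (7 and 1 when adjusted over the list alone; camera, adjusted p = 3.73e-04; adjusted p = 0.0991 with an estimated correlation). They include Klf9 at -0.78, Fkbp5, a co-chaperone of the glucocorticoid receptor, at -0.67, and the kinase gene Sgk1 at -0.82. Of 16 genes of the unfolded protein response, 7 were lower and none was higher (8 and 1 when adjusted over the list alone; camera, adjusted p = 0.0140; adjusted p = 0.297 with an estimated correlation). Hsp90b1 and Calr, chaperones of the endoplasmic reticulum, were at -0.61 and -0.42. Of 12 heat shock protein genes, 3 were lower and none was higher (6 and none when adjusted over the list alone; camera, adjusted p = 0.0176; adjusted p = 0.297 with an estimated correlation). Cryab, a small heat shock protein, was at -1.21. Of 16 neuropeptide receptor genes, 7 were higher and 2 were lower (7 and 2 when adjusted over the list alone; camera, adjusted p = 0.0239; adjusted p = 0.0991 with an estimated correlation). The somatostatin receptor gene Sstr1 was at 1.33, the nociceptin receptor gene Oprl1 at 0.81 and Sstr2 at -0.85. In the same MS samples the mean of the medium spiny neuron markers was lower, at -0.58, and that of the cortical markers at -0.27. For the 17 lists that did not pass, camera's adjusted p was 0.105 to 0.998. They include the 14 genes of astrocytes, of which 1 was higher and 1 was lower (1 and 1 when adjusted over the list alone). Gfap, the intermediate filament of astrocytes, was at -1.25 and the glutamate transporter gene Slc1a3 at 0.40.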

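Avpr1a, the V1a vasopressin receptor, was dim on these arrays (probe ILMN_1371178). It was detected on none of the 4 SS arrays and on 4 of 7 MS arrays, with an intensity of 1.3 ± 1.56 (SD, n = 4) in SS and 11.4 ± 4.69 (SD, n = 7) in MS. After background correction, its log2 values were 4.56 ± 0.03 (SD, n = 4) and 4.87 ± 0.14 (SD, n = 7), a log2 difference of 0.30 (SE 0.10, adjusted p = 0.0347 from limma). All 7 MS samples were above all SS samples (two-sided exact permutation test, p = 0.00606, the smallest possible). As no SS array detected Avpr1a, only a lower bound of its fold can be had, and this bound was under 1, so that no fold is given. Its unadjusted p was 0.00546. On the scale of folds, Cartpt was 5.24-fold, Avp 2.41-fold and Crh 1.86-fold higher in MS than in SS. The intensity of Avp was 0.8, 2.5, 13.9 and 45.4 in the 4 SS samples and 32.2, 45.7, 67.2, 68.1, 69.3, 90.1 and 165.7 in the 7 MS samples. That of Crh was 4.7, 8.4, 11.5 and 15.9 in SS and 23.3, 29.8, 40.4, 41.5, 42.4, 51.2 and 68.2 in MS. The call on Avpr1a was lost with median scaling (limma's adjusted p = 0.0996), on slide 1 alone (log2 difference 0.25, adjusted p = 0.537) and on slide 2 alone (0.38, adjusted p = 0.0808), and over all alternatives its adjusted p was 1.54e-04 to 0.537. It was also lost without SS sample 8, 15 or 20 or MS sample 7, 12, 16 or 23, where limma's adjusted p was 0.0812, 0.0679, 0.0833, 0.0574, 0.0579, 0.0716 and 0.0584.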

### METH Increases Enrichment of pCREB on *Cartpt* Gene Promoter

Psychostimulant-induced changes in gene expression are mediated, in part, by a dopamine-cAMP-CREB (Cyclic AMP Response Element-Binding) pathway that involves CREB phosphorylation [37, 38]. CREB is also involved in regulating stress-induced gene expression [7]. We thus wondered if the injection of METH might increase phosphorylated CREB (pCREB) in a time-dependent fashion. To test this idea, we used specific antibodies to measure CREB and pCREB protein abundance and found no changes in CREB protein levels (Fig. 2a) but time-dependent increases in pCREB abundance in NAc nuclear fractions (Fig. 2b). The initial increase in pCREB abundance was apparent by 1 week (~ 1.7-fold) and reached 2.5-fold after 4 weeks injection [F(4,20) = 7.019, *p* = 0.0011]. We next tested if METH might increase pCREB recruitment onto *Crh*, *Avp*, and *Cartpt* CRE DNA sequences by performing ChIP-qPCR assays. Figure 2c illustrates that METH increased pCREB binding on the *Cartpt* gene promoter region but not on *Crh* or *Avp* CRE DNA sequences (see Table S1 for primer details).

**Fig. 2:**
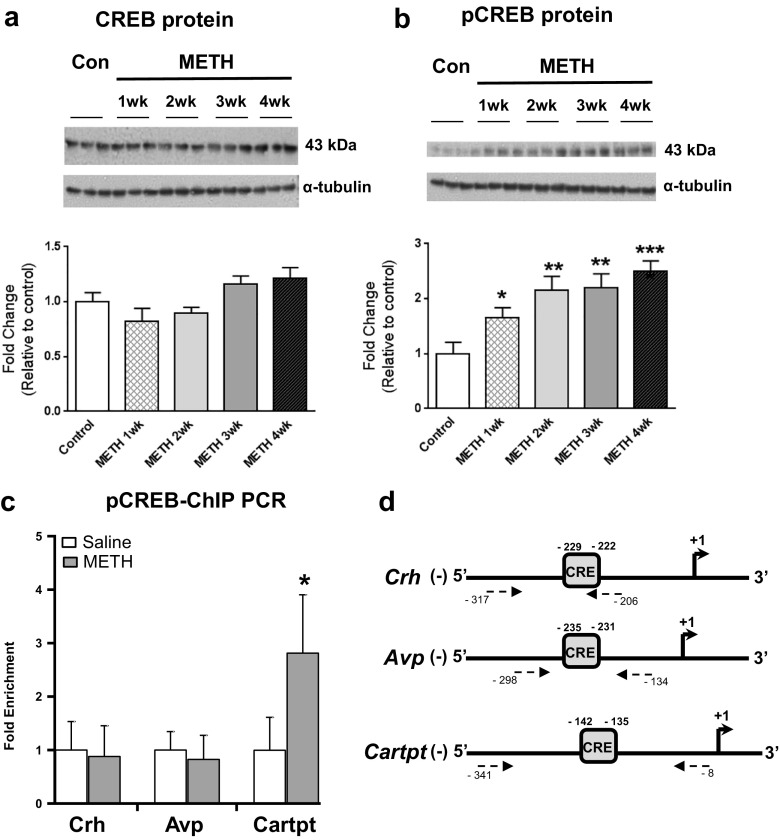
METH increased CREB phosphorylation and pCREB abundance at the *Cartpt* gene promoter. Western blot analyses (*n* = 6 rats per group) revealed no METH-induced changes in **a** CREB protein levels but significant time-dependent increases in the abundance of **b** pCREB. Representative photomicrographs show results of three samples per time point. For quantification, the signal intensity was normalized to *α*-tubulin. Values represent means ± SEM of fold changes relative to the controls. Statistical analysis was performed as in Fig. 1. Key to statistics: *p < 0.05; **p < 0.01; and ***p < 0.001 in comparison to the control group. For ChIP assays, we used animals euthanized at the 30-day time points. ChIP assays were performed using an anti-pCREB (cell signaling), and quantitative PCR was performed as described in the text using specific ChIP primers directed at *Crh*, *Avp*, or *Cartpt* **c** promoter regions. **d** Primers used for PCR following ChIP using antibodies against pCREB are pictured in dotted arrows and were designed so that resulting PCR amplicons contain the corresponding CRE site. CRE site sequence: TGACGTCA. In *Avp* promoter, the CRE site presents only half of the binding sequence. CRE half-site sequence: CGTCA (see Table S1 for primer sequences). Values represent means ± SEM of fold changes relative to the controls. Unpaired Student’s *t* test was used for statistical analyses. Key to statistics: *p < 0.05; **p < 0.01; and ***p < 0.001 in comparison to the control group

### DNA Methylation and Hydroxymethylation Regulate METH-Induced Expression of *Crh* and *Avp*

Because pCREB did not appear to play a role in *Crh* and *Avp* mRNA expression, we wondered if METH-induced DNA hypomethylation might be involved in the upregulation of these mRNAs. Analysis of METH-induced effects on DNA methylation status of the *Crh* and *Avp* genes by using MeDIP-qPCR assays revealed significant METH-induced DNA hypomethylation at the *Crh* promoter region [*t* = 2.209, *p* = 0.049] (Fig. 3a) and at a CpG-rich region within the *Avp* gene body [*t* = 2.615, *p* = 0.024] (Fig. 3b). However, when we measured the protein expression of DNA methyltransferases (DNMT1, DNMT3A, and DNMT3B) [39], we found that METH increased the protein expression of DNMT1 [F(4,20) = 35.897, *p* < 0.0001] but not the expression of DNMT3A and DNMT3B (Fig. 4a–c). Although these results are consistent with previous findings showing METH-induced increases in DNMT1 [20, 21], they suggested that the METH-induced DNA hypomethylation was most likely not secondary to decreased DNMT expression but probably to TET-induced DNA hydroxymethylation. TET proteins convert 5mC to 5hmC and 5fC (5-formyl cytosine) and 5caC (5-carboxyl cytosine) [25]. DNA hydroxymethylation is also known to be a stable epigenetic mark that regulates gene expression [40, 41]. We thus tested the possibility that METH might cause increased DNA hydroxymethylation in the Nac. We indeed detected drug-induced increased hMeDIP enrichment at the *Crh* TSS [*t* = − 5.618, *p* < 0.0001] and the *Avp* intragenic region [*t* = − 3.509, *p* = 0.0038] (Fig. 3c and d).

**Fig. 3:**
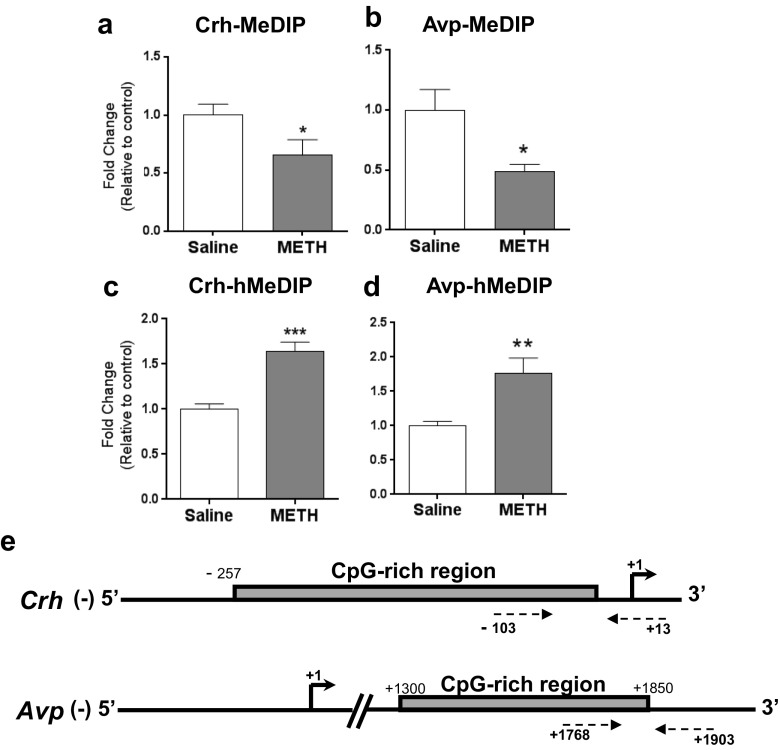
METH caused DNA hypomethylation (**a** and **b**) and increased DNA hydroxymethylation (**c** and **d**) at CpG-rich sites near the promoter of *Crh* and at CpG-rich *Avp* intragenic sites. For MeDIP and hMeDIP assay, we used animals euthanized at the 30-day time point (*n* = 10 rats per group). Antibodies directed against either 5mC (Millipore) or 5hmC (ActivMotif) were used to precipitate methylated or hydroxymethylated DNA. Relative enrichment of 5mC or 5hmC was calculated using real-time PCR with specific primers directed at the promoter region of *Crh* and at the intragenic *Avp* CpG rich site (+ 1.8Kb). **e** Primers used for MeDIP and hMeDIP assay are pictured in dotted arrows (see Table S1 for primer sequences). Values represent means ± SEM of fold enrichment relative to controls. Statistical significance was determined by unpaired Student’s *t* test. Key to statistics: *p < 0.05; **p < 0.01 in comparison to the control group

**Fig. 4:**
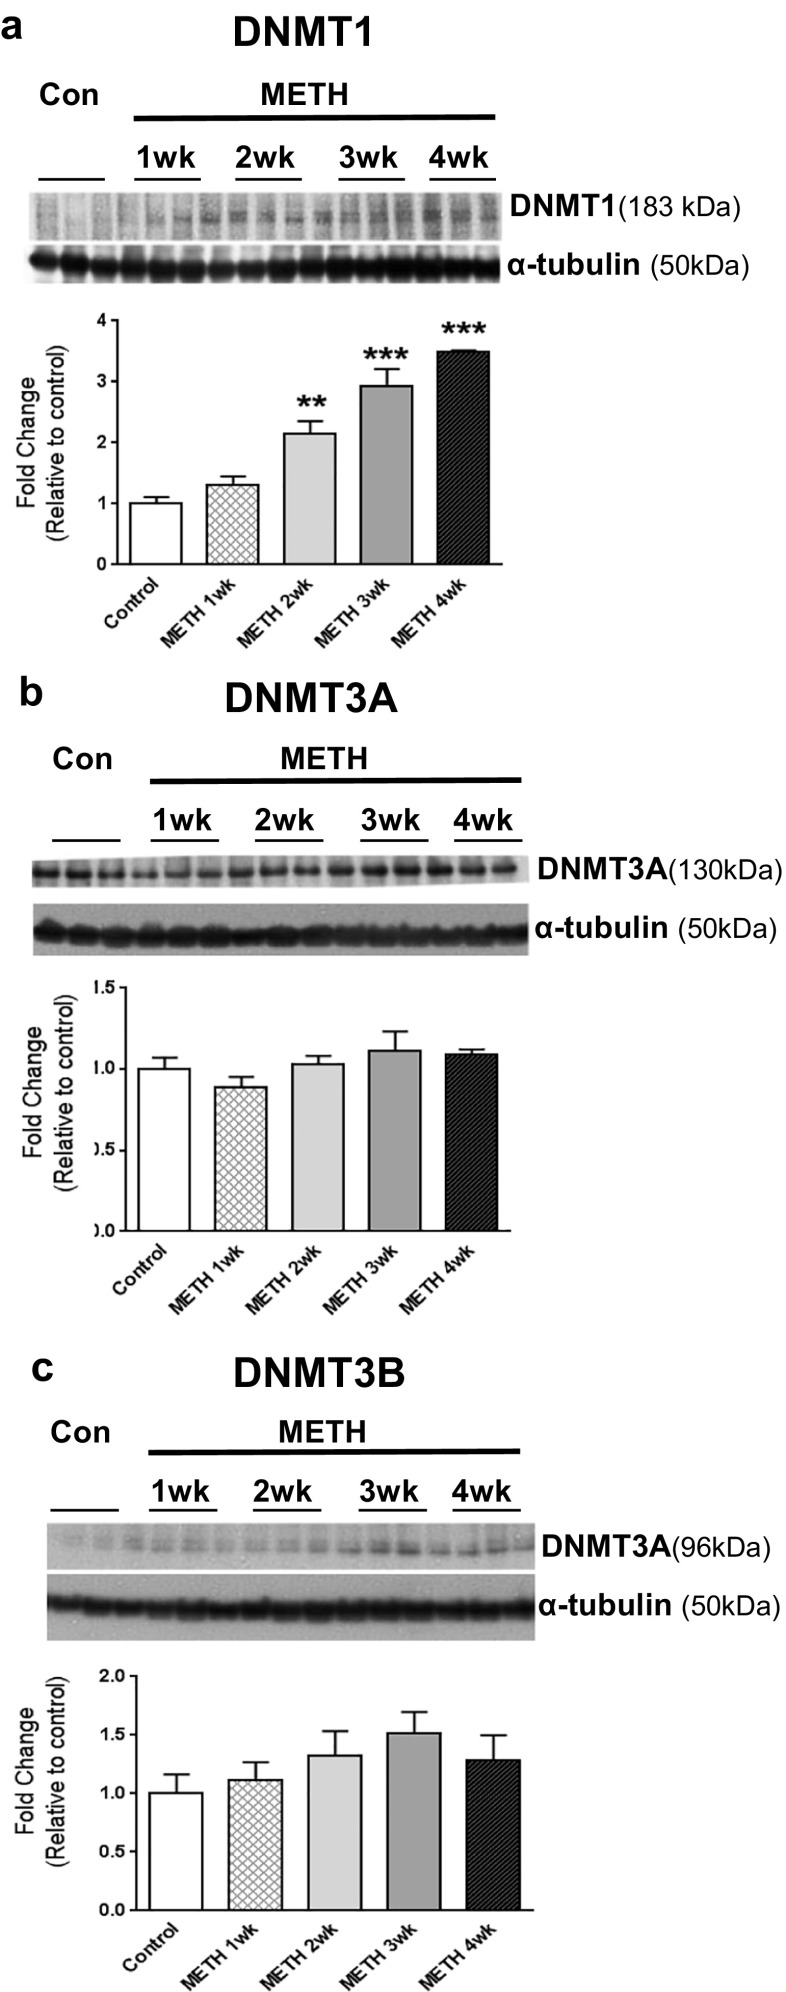
METH causes time-dependent increased DNMT1 protein expression. Western blot analyses (*n* = 6 rats per group) showed significant time-dependent increases in the protein levels of **a** DNMT1 and no change in **b** DNMT3A and **c** DNMT3B. Representative photomicrographs show results of three samples per time point. For quantification, the signal intensity was normalized to *α*-tubulin. Values represent means ± SEM of fold changes relative to the controls. Statistical significance for the different time points was compared by analysis of variance followed by Fisher’s PLSD. Key to statistics: *p < 0.05; **p < 0.01; ***p < 0.001 vs. control group

### TET Proteins Mediate METH-Induced Alterations in DNA Hydroxymethylation

To test if TET proteins were involved in DNA hydroxymethylation, we measured TET1, TET2, and TET3 protein levels in nuclear fractions obtained from the NAc. There were significant time-dependent increases in TET1 and TET3 protein levels in the NAc after METH, with TET1 reaching 3.8-fold [F(4,20) = 9.055, *p* = 0.0005] (Fig. 5a) and TET3 reaching 2.5-fold increases [F(4,20) = 27.245, *p* < 0.0001] (Fig. 5c). TET2 expression only reached 1.4-fold [F(4,20) = 2.429, *p* = 0.0815] increases (Fig. 5b).

**Fig. 5:**
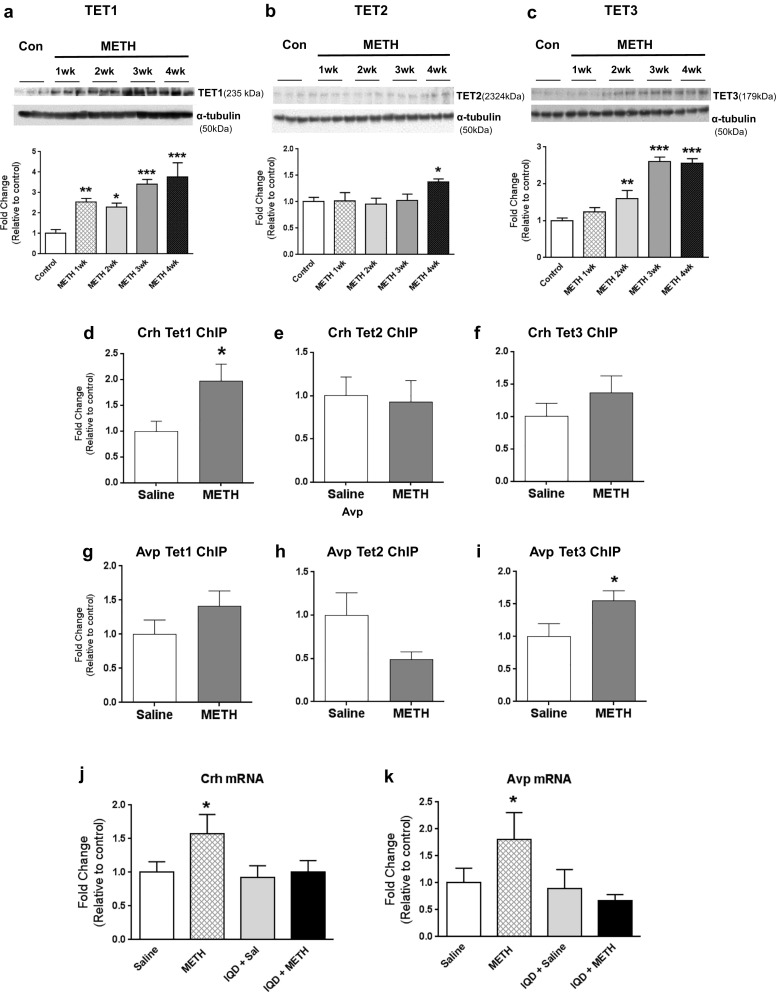
TET1 and TET3 respectively regulate METH-induced DNA hydroxymethylation at *Crh* and *Avp* DNA sequences (*n* = 8–10 rats per group). Western blot analyses (*n* = 6 rats per group) revealed significant METH-induced time-dependent changes in the protein levels of TET1 (**a**) and TET3 (**c**). TET2 protein (**b**) levels were only increased at 4 weeks after the METH injection. Representative photomicrographs show results of three samples per group. For quantification, the signal intensity was normalized to *α*-tubulin. Values represent means ± SEM of fold changes relative to controls. ANOVA followed by Fisher’s PLSD was used to detect significance level. Key to statistics: *p < 0.05; **p < 0.01; ***p < 0.001, in comparison to the control group. METH increased enrichment of TET1 on the *Crh* gene promoter (**d**) but not on the *Avp* intragenic site (**g**). There was, however, increased TET3 binding at the *Avp* intragenic region but (**i**) not on the *Crh* promoter (**f**). TET2 binding was not affected by METH (**e**, **h**). Values represent means ± SEM of fold enrichment relative to the controls. Statistical significance was determined by unpaired Student’s *t* test. Key to statistics: *p < 0.05, in comparison to the control group. Co-treatment with TET protein inhibitor, 1,5-isoquinolinediol (IQD) (*n* = 8 rats per group), blocked the METH-induced increases in *Crh* (**j**) and *Avp* mRNA levels (**k**). Values represent means ± SEM of fold changes relative to the controls. Measurements of mRNA levels and statistical analysis are described in Fig. 1. Key to statistics: *p < 0.05 vs. control group

To further investigate the role of TET proteins in METH-induced DNA hydroxymethylation, we used ChIP-PCR with specific antibodies against the TET proteins to measure TET binding to *Avp* and *Crh* (Fig. 5d–i). We found significant METH-induced increased enrichment of TET1 on the *Crh* promoter sequence [*t* = − 2.500, *p* = 0.0245] (Fig. 5d) and increased enrichment of TET3 on *Avp* intragenic CpG-rich site [*t* = − 2.228, *p* = 0.0428] (Fig. 5i). There were neither significant changes in TET2 (Fig. 5e) and TET3 (Fig. 5f) binding at the *Crh* promoter nor in TET1 (Fig. 5g) and TET2 (Fig. 5h) binding at the *Avp* intragenic site.

So far, our observations had indicated that METH increased *Crh* and *Avp* expression by TET-dependent DNA hydroxymethylation. To further test the role of TET in this process, we used the TET inhibitor, IQD [34], that prevents DNA demethylation and the accumulation of TET-induced DNA intermediates [33]. IQD alone did not influence *Crh* and *Avp* expression. However, IQD co-treatment with the psychostimulant significantly blocked METH-induced increased *Crh* (Fig. 5j) and *Avp* (Fig. 5k) mRNA levels.

## Discussion

The present study shows that an injection of METH produced long-lasting alterations in the expression of *Crh*, *Avp*, and *Cartpt* mRNAs. These neuropeptides are involved in a diversity of neuroendocrine responses to stressful events [5, 42]. These results are consistent with the observations that a single injection of amphetamine (AMPH) can cause hypersecretion of plasma adrenocorticotropin hormone (ACTH) and corticosterone measured at 1 and 3 weeks [43]. We show, in addition, that METH increased pCREB binding at the *Cartpt* promoter but not at *Crh* and *Avp* promoters. In contrast, METH caused DNA hydroxymethylation at a CpG-rich region in the promoter of the *Crh* gene and at a CpG-rich intragenic site of the *Avp* gene. DNA hydroxymethylation is known to be catalyzed by TET enzymes [25]. Consistent with this fact, we also found that METH increased TET1 binding at the *Crh* promoter and TET3 binding at the *Avp* intragenic site. Importantly, TET inhibition with the drug, IQD, blocked METH-induced *Crh* and *Avp* mRNA overexpression. Our findings are consistent with the demonstration that METH-induced gene transcription is regulated by diverse epigenetic mechanisms that include post-translational histone modifications and DNA methylation [18, 20, 22, 38, 44].

The present observations further implicate a role of stress-related neuropeptides in the biochemical and molecular effects of drugs of abuse, at least, in the NAc. For example, the expression of *Crh*, *Avp*, and *Cart* is increased in various brain regions in response to a diversity of stressful events including administration of psychostimulants [42, 45–47]. Our observations of increased NAc *Crh* expression after the METH injection are consistent with previous studies that have reported increased *Crh* in several brain regions after withdrawal of several drugs of abuse [10, 48–50] including increased levels in the amygdala after METH withdrawal [51]. A potential role of *Crh* in METH-induced molecular and behavioral changes is supported by the fact that administration of CP-154-526, a *Crh* receptor 1 antagonist, interferes with METH-induced reinstatement of extinguished METH-seeking behavior [52]. In addition to *Crh*, we also found increases in *Avp* and *Cartpt* mRNA levels. *Avp* has previously been implicated in the acquisition of cocaine-seeking behavior [53] and cocaine withdrawal [54]. *Cart* peptide is also increased in reward-related brain subregions following administration of various psychostimulants [55–57]. Our results are also consistent with the report of increased *Cartpt* mRNA in the NAc of victims of cocaine overdose [58]. Increased *Cartpt* is thought to participate in the regulation of the biochemical effects of dopamine in the NAc [55–57]. This suggestion is supported by behavioral studies showing that injection of *Cart* peptide into the NAc reduces the rewarding effects of cocaine [59] and blunts AMPH-induced locomotor activity and sensitization [60, 61]. Although the behavioral effects of these neuropeptides have been well documented, the epigenetic mechanisms that control their expression remained to be clarified.

In this context, we first explore the potential role of CREB phosphorylation in the METH-induced increases in the expression of these genes because pCREB is known to regulate psychostimulant-induced gene expression [38, 62]. Other studies have also implicated pCREB in the regulation of *Crh*, *Avp*, and *Cartpt* expression [63–65]. Surprisingly, we found that pCREB binding was increased only on the *Cartpt* promoter, indicating that METH had increased *Cartpt* expression via the dopamine-PKA-pCREB pathway in a manner consistent with a direct dopaminergic input to *Cart*-peptide-containing neurons in the NAc [66]. In addition to CREB phosphorylation, recent studies have implicated DNA methylation in the regulation of *Crh* [67, 68] and of *Avp* [69] expression. The latter reports are consistent with our demonstration of METH-induced DNA hypomethylation on the *Crh* promoter and at the CpG-rich region within the *Avp* gene body. The drug-induced DNA hypomethylation is consistent with our observations of METH-induced increased DNA hydroxymethylation at the *Crh* and *Avp* DNA sequences (see Fig. 3). Importantly, DNA hydroxymethylation is thought to drive transcription of many genes [70, 71]. Hydroxymethylated DNA is very abundant in the brain where it coordinates transcriptional activity [27, 72]. Hydroxymethylcytosine (5hmC) is found in gene bodies and at intron-exon boundaries of synaptic plasticity-related genes [71, 73, 74]. Together, these facts suggest that this DNA marker may play an important role in the long-term effects of psychostimulant exposure including cocaine [75].

Our findings that METH increased TET1 binding on the *Crh* promoter and TET3 binding on the *Avp* intragenic region are of interest because they illustrate the possibility of differential binding of these enzymes at different loci of two genes that are co-regulated by METH. These observations are consistent with recent reports indicating that accumulation of 5hmC at promoter regions is driven by the actions of TET1 [76, 77] whereas intragenic of 5hmC is associated with the presence of TET3 [28, 78]. For example, overexpression of TET3 in mature olfactory neurons increased 5hmC levels in gene bodies that positively correlated with increased transcription [78]. Our pharmacological interventions with a TET inhibitor (IQD) that blocked the METH-induced changes in the expression of both *Crh* and *Avp*, suggesting this agent may be worth pursuing in animal models of addiction that includes stress-induced relapse to drug seeking. This statement is consistent with the report that IQD treatment can prevent impaired recognition memory measured in mice that have been exposed to a combination of stress and alcohol [79].

In summary, we have shown, for the first time, that TET-dependent DNA hydroxymethylation is the main determinant of *Crh* and *Avp* regulation in the rat NAc after injection of METH. Our results also specify TET1 and TET3 as the respective enzymes involved in the catalytic steps that produce DNA hydroxymethylation at *Crh* and *Avp* DNA sequences. These results shed light on the epigenetic mechanisms that link METH to neuropeptide expression in the rat NAc. The scheme in Fig. 6 illustrates these mechanisms. Furthermore, our demonstration that a TET inhibitor can block the transcriptional effects of METH indicates that such an approach may help to expand our armamentarium against METH addiction. This suggestion will need to be tested by assessing if these effects of METH can be expanded to self-administration models of addiction. The role of other stress-responsive systems including the extended amygdala will also need to be investigated in future experiments.

**Fig. 6:**
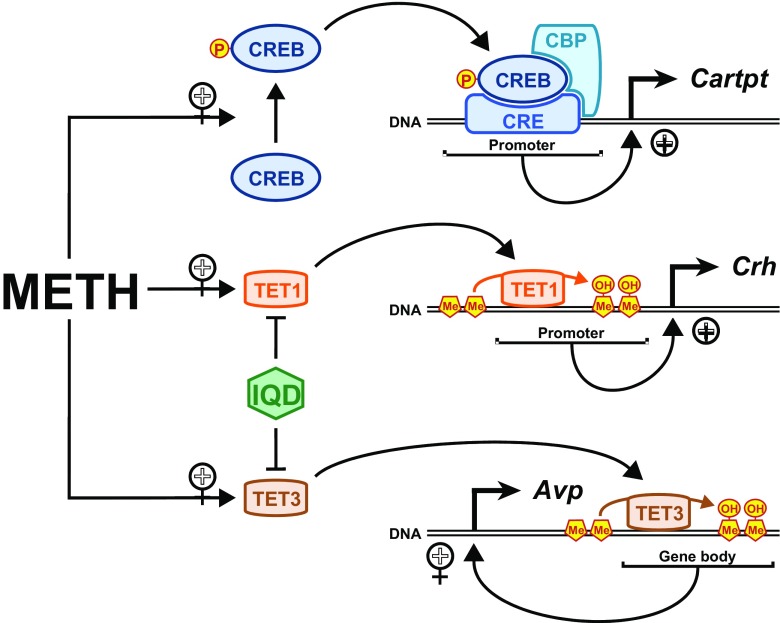
METH promotes diverse epigenetic modifications in the rat nucleus accumbens. The METH injection produced CREB phosphorylation and binding of pCREB on the CRE site on the *Cartpt* promoter and recruitment of the histone acetyl-transferase, CREB binding protein (CBP). This process leads to increased histone acetylation followed by increased *Cartpt* mRNA expression. On the other hand, METH increased TET1 binding at the *Crh* promoter and TET3 binding at an *Avp* intragenic site. The TET binding to these sequences promote DNA hydroxymethylation followed by increased *Avp* and *Crh* transcription. This statement is supported by the fact that the TET inhibitor, IQD, could prevent METH-induced increased *Crh* and *Avp* mRNA levels

## Electronic Supplementary Material

Fig. S1

Table S1

# Supplementary material for: Methamphetamine Induces TET1- and TET3-Dependent DNA Hydroxymethylation of Crh and Avp Genes in the Rat Nucleus Accumbens
**Source:** Mol Neurobiol. 2017 Aug 25;55(6):5154–66. doi: 10.1007/s12035-017-0750-9
**Supplement:** Supplementary file 2

**Table S1. PCR primers sequences and locations.**

| **Gene** | **Experiment** | **Forward primer (5’ to 3’)** | **Reverse primer (5’ to 3’)** |
| --- | --- | --- | --- |
| ***Cartpt*** | pCREB-ChIP | CCGAAGGCATTTTCCATTTC | CACTGCGCTCTCCCTCTTCT |
| ***Crh*** | pCREB-ChIP | TCAGTATGTTTTCCACACTTGGAT | TTTATCGCCTCCTTGGTGA |
|  | MeDIP | CACGCAATCGAGCTGTCAA | GCTCTGAGTTTCTCCACAC |
|  | hMeDIP |  |  |
|  | TET-ChIP |  |  |
| ***Avp*** | pCREB-ChIP | GGTGACCCTCAAGTCGG | AGCAGTGATTCAGGCATCT |
|  | MeDIP | CGAGTGTCGAGAGGGTTT | CAGAATCCACGGACTCTT |
|  | hMeDIP |  |  |
|  | TET-ChIP |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

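Gene expression was measured with 1-colour Illumina BeadChips in 24 samples labelled as nucleus accumbens of rats given saline or METH at each of 2 injections. The samples were grouped by their deposited labels alone into SS (4 arrays), SM (6 arrays), MS (7 arrays) and MM (7 arrays), with the first letter for the first injection and S for saline. The labels also give the slide of each array. Each sample is called by its number in the labels, which runs over all groups and pairs no samples, so that no paired analysis was possible.

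The authors made the intensities with BeadStudio (version not given). The values reach down to -21 and the intensity at a detection score of 0.5 lies between -2.6 and -0.9 on every array, as background subtracted on each array gives, and they were not scaled between arrays. The deposited detection p-values were made by BeadStudio and hold 1 minus the p-value. As deposited they do not follow the intensities, with a Spearman correlation of -0.00699 to 2.47e-04 per array, because their order differs from that of the intensities. They were sorted within each array and given to the intensities by rank. The log2 values of the authors' series matrix are the binary logarithm of the deposited intensities, with values under 1 set to 1, less the median of each probe over the 24 arrays. The 2 sources differ by at most 2.32e-06, and 26.1% of intensities were under 1. The paper's text does not name an array normalization or an array test.

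Intensities were processed in R 4.3.3 with limma 3.58.1. The function neqc was used, with background parameters inferred from the detection p-values, an offset of 16, a log2 transform and quantile normalization. The Spearman correlation between arrays was 0.944 to 0.974. Of 22523 probes, 12956 had a detection p under 0.05 on at least 4 arrays, the size of the smallest group, and were tested. A linear model with 1 mean per group and empirical Bayes moderation was fitted to all 24 arrays. The comparisons were MS against SS, MM against SM, SM against SS, MM against MS, and the difference between the latter 2. Counts were made at an adjusted p under 0.05 (Benjamini-Hochberg) and at the threshold of Fig. 1b, a change above 1.8-fold with an unadjusted p under 0.01. Of all probes, 13793 carry 1 gene symbol, which name 13337 genes, and 8730 carry none. No genome coordinates were used here.

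Gene lists and marker lists with at least 5 measured genes were tested against all other genes with camera, with a preset correlation of 0.01 and 1 probe per gene. Camera with an estimated correlation and fry served as alternatives. Single values were compared with two-sided exact permutation tests, and correlations across 20 arrays with 100000 permutations (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). Figures were drawn with matplotlib 3.10.9. The genes named are those the paper names, the 12 largest increases and decreases among named genes past the threshold of Fig. 1b for MS against SS, the 8 largest each way for each other comparison, and up to 4 members of each list with the smallest p. Genes outside this rule are said to be so.

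A gene that no array of a group detected has only a bound for its fold. The pipeline was tested on simulated data in which 50 probes each were changed 1.5-fold, 2-fold, 3-fold and 5-fold between the MS and SS arrays. At an adjusted p under 0.05, 35, 48, 49 and 50 of them passed, as did 8 of 13044 unchanged probes. At the threshold of Fig. 1b, 0, 28, 44 and 48 passed. The simulated noise was drawn separately for each probe and array and holds no variation that probes share. The 8 unchanged probes therefore do not measure the false calls to be had from such shared variation in the real arrays.

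The alternatives were no background correction, normexp with an offset of 50, scaling each array to 1 median, the authors' series matrix values, no filter, a detection p under 0.01 on 4 arrays or under 0.05 on all arrays, slide as a block, each slide alone, only the arrays compared, a variance trend with robust moderation, array weights, 1 probe per gene, each array left out in turn, and ratios of mean intensities. Chosen after the data were seen were the series matrix values without a filter, also on the SS and MS arrays alone and with an unmoderated test of each probe, and leaving out samples 1, 3 and 11, whose array weights were under 0.5. Other splits of the samples were drawn 100 at a time with a fixed seed. No array was left out elsewhere. Measurements by PCR, protein assays and immunoprecipitation are not analysed here.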

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

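The tests of the cortical markers, of separate SS arrays and of the lowest MM array, and those of Fos, Oxt, Ttr and the gene means for a sample far from the others, were chosen after the results were seen. In each of the 4 groups, 14 measures were tested for such a sample by Dixon's ratio, 56 tests in all, of which chance gives about 1 in 20. The measures were Avp, Avpr1a, Cartpt, Crh, Fos, Oxt, Ttr, the median intensity, the percent of probes detected, and the means of Sostdc1 with F5 and of the medium spiny neuron, hypothalamic, cortical and meninges markers. Oxt in SS sample 20, at a log2 value of 6.89 with the next at 4.46, and Ttr in SM sample 14, at 7.08 with the next at 5.47, lay far from their groups.

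SM, a group given METH (2.5 mg/kg) 2 h before that the paper does not report on, differed from SS at an adjusted p under 0.05 in 1772 probes (787 higher and 985 lower). In MM against MS, also not in the paper, 146 probes passed (85 higher and 61 lower). The METH effect at the second injection differed between METH-pretreated rats (MM against MS) and saline-pretreated rats (SM against SS) for 996 probes, tested directly as an interaction (541 higher and 455 lower). For Cartpt this difference was -2.81 (SE 0.22, adjusted p = 6.20e-09 from limma), with a log2 difference of 2.56 in SM against SS and of -0.25 in MM against MS (adjusted p = 0.467). Cartpt was low in SS alone, with a mean log2 signal of 7.88, against 10.43 in SM, 10.26 in MS and 10.01 in MM. Anything that sets the SS arrays apart gives such a difference too, so that a changed METH effect cannot be told from it.

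MS and SM both differed from SS in many of the same probes. In both comparisons 117 passed the threshold of Fig. 1b in the same direction, against at most 5 in simulated groups with no difference. Of the 238 that passed in MS against SS, 5 passed in MM against SM, which shares no arrays with it, counted in either direction. Ttr, lower in MS than in SS but higher in MM than in SM, is among these 5. The median change of the 238 was 1.04 on the log2 scale in MS against SS. In MM against SM it was 0.20 in the same direction (192 of one sign, 23 of them at an adjusted p under 0.05). The SS arrays that MS and SM share make the 2 comparisons correlate across probes by themselves, but the r of 0.875 and the covariance of 0.0664 were above the highest in the simulated groups, 0.860 and 0.0275, whereas the share of probes of one sign, 82.9%, was not (83.2%). As no probe differs between the simulated groups, they cannot tell a change shared by MS and SM from a difference of the SS arrays. The values argue against a difference in brightness, since 2408 probes passed in MS against SS with each array's median intensity as a covariate, 2047 of them among the 2338 without it. In MS they also argue against fewer medium spiny neurons with every other cell type alike. The mean of the cortical markers was lower in MS, at a log2 difference of -0.27 (two-sided exact permutation p = 0.00606, the smallest possible), while that of the hypothalamic markers was higher (Hap1, with Nnat the brightest of these, had a mean log2 signal of 8.38 in SS and 10.02 in MS). In SM against SS the cortical mean did not decide this, at -0.10 (two-sided exact permutation p = 0.229). That of the oligodendrocyte markers was lower there, at -0.39 (two-sided exact permutation p = 0.00952). More of neighbouring regions and less striatum in the METH-exposed dissections cannot be told apart from the groups, as over the 20 METH-exposed arrays with group means removed the medium spiny neuron and hypothalamic means had r = -0.242 (permutation p = 0.335, adjusted p = 0.603 over 6 relations), rho = -0.262 (permutation p = 0.306), r = -0.0249 without the 2 arrays farthest from the median, r = -0.365 and 0.156 within slides 1 and 2, and r = -0.635, -0.108 and -0.260 within SM, MS and MM. It also stays open that METH at either injection may change the same genes, with r = 0.493 and 0.572 across probes, which are not independent replicates, when each comparison had 2 SS arrays of its own, yet anything that sets SS apart gives such an r.

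MM held transcripts of the choroid plexus, a tissue of the ventricles, with Ttr higher than in MS by a log2 difference of 5.43 (SE 0.54, adjusted p = 1.17e-06 from limma) and than in SM by 5.00, and on slide 1 alone Ttr did not pass against MS (5.34, adjusted p = 0.0949, and 5.63e-07 to 0.0949 over all alternatives). Sostdc1 and F5, further choroid plexus genes that no MS array and all 7 MM arrays detected, were at least 3.39-fold and 2.84-fold higher (adjusted p = 0.00809 and 0.0211 from limma, 0.00144 to 0.635 and 0.00364 to 0.716 over all alternatives, of which slide 1 alone ended the call on Sostdc1 and 5 ended that on F5). They were taken by this detection rule from a list of 11 measured genes of choroid plexus and ependyma. The mean of that whole list was 6.15 to 7.95 in MM, 5.89 to 6.13 in MS, 5.82 to 6.27 in SM and 5.98 to 6.42 in SS. On it, some MM samples lay within the ranges of SM and SS. Over the 7 MM arrays Ttr and the mean of Sostdc1 and F5 rose and fell together, as choroid plexus tissue in the dissections would give, with r = 0.990 (two-sided exact permutation p = 0.00198) and rho = 0.893 (exact p = 0.0123) in this 1 relation. That r was 0.987 without the 2 arrays farthest from the median, 0.999 over the 3 arrays of slide 1 and 0.981 over the 4 of slide 2. That both injections of METH together raise choroid plexus genes cannot be told apart from this. For Ttr the lowest MM array, at a log2 value of 8.63, lay above the highest MS or SM array, at 7.08, and the highest SS array, at 8.31, and each group has its own dissections.

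For each count, 100 splits of the same samples into groups of the same sizes were compared, the real one included. In every comparison the 1 split with a count as large was the real one. With 100 splits a share under 1 in 100 cannot be shown, so that chance is made unlikely but not excluded. For the interaction the labels of all groups were shuffled. Its splits therefore ask whether any group differs, not whether the interaction does. The real count and the highest of the other splits were 238 and 77 for the threshold of Fig. 1b in MS against SS, 2338 and 522 for an adjusted p under 0.05, and 13 and 11 for its lists. They were 18 and 13 for the threshold of Fig. 1b in MM against SM. For an adjusted p under 0.05 they were 1772 and 1003 in SM against SS, 146 and 4 in MM against MS, and 996 and 271 for the interaction. The 167 probes with an adjusted p under 0.05 in MM against SM were not set against other splits.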

How the results depend on the processing

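The settings chosen after the data were seen, and thus the tests made with them, were the series matrix values without a filter (on all arrays, on the SS and MS arrays alone, or with an unmoderated test of each probe) and leaving out samples 1, 3 and 11.

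Cartpt passed in MS against SS under all 18 other settings with a test, at 4.43-fold to 6.14-fold (4.79-fold to 5.78-fold with each array left out in turn). No log2 difference of a gene that passed with the main settings reversed. The lists and the counts of probes were compared between settings without regard to direction. Of the log2 differences of the other genes that the paper names or that had the largest changes, 2147 stayed on their side of the threshold under settings chosen beforehand, 194 no longer passed and 15 now did. For the settings chosen afterwards these were 205, 18 and 2, and for the lists 668, 44 and 38. Genes named only as members of a list were not followed singly under the alternatives. Some log2 differences that did not pass with the main settings changed sign. That of Avp in MM against SM was -0.29, and -0.70 to 0.15 over all alternatives. That of Creb1 in MS against SS was -0.06, and -0.14 to 0.08 over all alternatives.

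At the threshold of Fig. 1b, 238 probes passed in MS against SS (49.6% higher), and 221 to 275 did with each array left out in turn. There were 577 without background correction, 92 with an offset of 50 and 592 with the series matrix values (76.5% higher). Without a filter these gave 674, on the SS and MS arrays alone 603, and with the unmoderated test 560. An offset of 50 shrinks all changes by construction. The causes of the other changes were not tested. At an adjusted p under 0.05, 2338 probes passed (1754 to 2585 with each array left out in turn). There were 1523 with median scaling, 737 with the series matrix values (69.1% higher), 444 on slide 1 alone, against 2077 on slide 2 alone, and 615, 357 and 279 under the 3 settings without a filter. The cause was not tested. Of 13 lists that passed, 3 did with an estimated correlation, whereas fry, which does not compare a list with other genes, called 24.

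In MM against SM, 18 probes passed the threshold of Fig. 1b. There were 101 without background correction, 10 with an offset of 50, 99 with the series matrix values (25 higher and 74 lower, with a median shift of -0.11 over all probes), 8 with detection on all arrays, 11 on slide 1 alone, 11 with 1 probe per gene and 28 without samples 1, 3 and 11. In SM against SS, 1772 probes had an adjusted p under 0.05 (44.4% higher), and 1219 to 2125 with each SS array left out in turn. There were 1073 with median scaling (54.8% higher), 527 with the series matrix values (441 higher and 86 lower, with a median shift of 0.25), 161 on slide 1 alone, 937 with only the arrays compared and 3499 without samples 1, 3 and 11. In MM against MS, 146 probes passed. There were 52 with median scaling, 8 with the series matrix values, 33 on slide 2 alone, 281 with only the arrays compared, 603 with array weights and 351 without the 3 samples. On slide 1 alone limma called 0, and 811 had an unadjusted p under 0.05. The difference of both METH effects at the second injection held 996 probes, and 799 to 1403 with each SS array left out in turn. There were 537 with median scaling, 159 with the series matrix values, 19 on slide 1 alone, 1585 with array weights and 2043 without the 3 samples. The causes were not tested.

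At an adjusted p under 0.05, the 2.41-fold change of Avp did not pass with an offset of 50 (1.66-fold), no filter (2.41-fold, adjusted p = 0.0812), slide 1 alone (3.33-fold), slide 2 alone (1.78-fold), trend and robust variance (2.41-fold, adjusted p = 0.0641), without samples 1, 3 and 11 (2.15-fold), or with the series matrix values on the SS and MS arrays alone and with the unmoderated test (10.8-fold, adjusted p = 0.129 and 0.164). Its adjusted p was 0.00339 to 0.186 over all alternatives, its fold was 2.10 to 3.21 with each array left out in turn, and the ratio of mean intensities was 4.91. Crh did not pass on slide 1 alone (2.01-fold). It was under the 1.8-fold of Fig. 1b with an offset of 50 (1.38-fold), on slide 2 alone (1.76-fold), with array weights (just under, at 1.80-fold) and without samples 1, 3 and 11 (1.66-fold), was 1.74-fold to 2.03-fold with each array left out in turn, with SS sample 1 and MS sample 3 each taking it under 1.8-fold, and had a ratio of mean intensities of 4.19. The log2 difference of Avpr1a, 0.30, did not pass with median scaling (0.26), on slide 1 alone (0.25) or on slide 2 alone (0.38). It was 0.27 to 0.34 with each array left out in turn, and the ratio of mean intensities, 3.13 on the log2 scale, measures no fold, as no SS array detected it. The causes were not tested. Avp, Crh and Avpr1a lie near the background, and with detection on all arrays no value could be had for them, nor for Avpr1a at a detection p under 0.01.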

Differences from the paper's values

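The tests on the series matrix values without a filter, and leaving out samples 1, 3 and 11, were chosen after the values were seen.

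The paper gives 338 upregulated genes, and here 118 probes, which stand for 82 named genes, were higher in MS than in SS at the 1.8-fold and p threshold of Fig. 1b. The paper does not say that this threshold gave its counts, and it mentions no second injection, so that MS against SS is only taken to be its comparison. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's without background correction (323) and with the authors' series matrix values (453). It did not with an offset of 50 (44), median scaling (132), no filter (116), a detection p under 0.01 (118), detection on all arrays (90), slide as a block (118), slide 1 alone (110), slide 2 alone (149), only the arrays compared (118), trend and robust variance (115), array weights (115) or 1 probe per gene (82). The series matrix values without a filter also came within that range (497), as they did on the SS and MS arrays alone (442) and with an unmoderated test of each probe (406), all chosen after seeing the values, and each of these dropped 0 of the 4 genes the paper calls in Fig. 1b. For the downregulated genes, where the paper gives 165, the count here was 120, which is not a difference by this measure. It did differ without background correction (254), with an offset of 50 (48), median scaling (109), detection on all arrays (103) and 1 probe per gene (99), and not under the other settings named above (116 to 177).

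The paper's fold for Avp is 10.8, and here it was 2.41. Of the alternatives set before the data were examined, it was close to the paper's without background correction (8.95) and with the series matrix values (10.8), in which 1 SS array is set to the floor. It was not with the ratio of mean intensities (4.91) or the others that gave a value (1.66 to 3.33). The settings chosen after seeing the values that use the series matrix gave 10.8 as well and dropped 0 of the 4 genes, whereas leaving out samples 1, 3 and 11 gave 2.15 and dropped 3.

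The paper's fold for Crh is 4, and here it was 1.86, with the same pull toward 0 on a dim probe. Of the alternatives set before the data were examined, it was close to the paper's without background correction (3.78), with the series matrix values (4.37) and with the ratio of mean intensities (4.19). It was not with the others that gave a value (1.38 to 2.01). The settings chosen after seeing the values that use the series matrix gave 4.37, and 0 of the 4 genes were dropped, and leaving out samples 1, 3 and 11 gave 1.66 with 3 dropped. Cartpt, at 5.24 against the paper's 5.65, did not differ.

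The paper counts Avpr1a among the genes changed past its threshold. Here Avpr1a was higher in all 7 MS samples, and its log2 difference of 0.30 after background correction was not counted as past 1.8-fold. It passed without background correction, with the series matrix values, and with these values in the 3 settings chosen after seeing the values, which dropped 0 of the 4 genes. As no SS array detected Avpr1a, that does not show a fold under 1.8 with the main settings, and no fold is set against the paper's 8.12. By size the legend puts Avp before Cartpt and Crh, whereas of these 3 genes Cartpt had the largest fold here (5.24), and Avp did without background correction and with the series matrix values. All 4 genes were higher in MS, the direction the paper states. At the threshold of Fig. 1b 3 of the 4 were dropped with an offset of 50, on slide 2 alone and without SS sample 1, and 2 on slide 1 alone, with trend and robust variance, with array weights, and without SS sample 8 or 15 or MS sample 3, 7 or 19.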

Other observations

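None of the correlations of Avp below was chosen after its result was seen. The comparisons with a METH injection (2.5 mg/kg) 2 h before, and of the genes below, are not reported in the paper.

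METH given 2 h before raised genes that neuronal activity induces, in rats with either first injection. Fos, an immediate early gene, had an intensity of 225 ± 63.2 (SD, n = 6) in SM and 44.6 ± 3.21 (SD, n = 4) in SS, and of 240 ± 50.9 (SD, n = 7) in MM and 63.2 ± 23.7 (SD, n = 7) in MS, with every METH sample above every saline sample in each pair. Its log2 difference was 1.70 in SM against SS (SE 0.19, limma's adjusted p = 3.87e-07) and 1.74 in MM against MS (SE 0.15, limma's adjusted p = 2.31e-07). The latter was 1.66 on slide 1 alone (adjusted p = 0.0949, and 1.79e-08 to 0.0949 over all alternatives). Nr4a3, a nuclear receptor, was at 1.94 and 1.33 in these comparisons (limma's adjusted p = 8.39e-07 and 4.04e-04), and the latter did not pass on slide 1 alone (adjusted p = 0.362) or with the series matrix values (adjusted p = 0.0785), within 1.52e-05 to 0.362 over all alternatives. Of 21 immediate early genes, 11 were higher and none was lower in MM against MS (16 and none when adjusted over the list alone; camera, adjusted p = 4.97e-26; adjusted p = 0.00372 with an estimated correlation). In SM against SS 8 were higher and 2 were lower (9 and 3 when adjusted over the list alone; camera, adjusted p = 0.00570; adjusted p = 0.488 with an estimated correlation). Of 14 glucocorticoid-responsive genes, 5 were higher and none was lower in MM against MS (9 and 1 when adjusted over the list alone; camera, adjusted p = 1.30e-10; adjusted p = 0.0113 with an estimated correlation), among them Tsc22d3, a leucine zipper protein that glucocorticoids induce, at 0.57 and Sgk1 at 0.77. Of 16 genes of the unfolded protein response 1, Pdia4, a disulfide isomerase, was higher at 0.29 and none was lower (8 and none when adjusted over the list alone; camera, adjusted p = 1.67e-07; adjusted p = 0.0447 with an estimated correlation). Of 12 heat shock protein genes 3 were higher and none was lower (7 and none when adjusted over the list alone; camera, adjusted p = 5.70e-06; adjusted p = 0.0553 with an estimated correlation). The means of the glucocorticoid, unfolded protein and heat shock lists were each lower in SM than in SS. Their rise is thus given for MM against MS alone. On each of these 3 means all 7 MS samples lay below every SS sample, whereas the MM samples overlapped the SS samples. The glucocorticoid mean was 8.44 to 8.61 in MM, 8.33 to 8.86 in SS and 7.98 to 8.28 in MS. A rise in MM above the rats given saline alone is therefore not shown for these lists. The MM samples also held choroid plexus transcripts, with Ttr higher than in MS by a log2 difference of 5.43.

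METH (10 mg/kg) a month before can also be compared between rats that all received METH 2 h before, as MM against SM, which shares no arrays with MS against SS. Of all probes tested, 9 were higher and 9 were lower past the threshold of Fig. 1b. At an adjusted p under 0.05 from limma, 83 were higher and 84 were lower. Crh was higher in MM by a log2 difference of 0.70 (SE 0.16, limma's adjusted p = 0.0251), with an intensity of 69.2 ± 15.9 (SD, n = 7) in MM and 41.0 ± 15.5 (SD, n = 6) in SM. That call on Crh was lost without background correction, with median scaling, the series matrix values or no filter, and on each slide alone, with an adjusted p of 0.0126 to 0.500 over all alternatives. Cartpt had a log2 difference of -0.42 (limma's adjusted p = 0.144) and Avp of -0.29 (limma's adjusted p = 0.755). Of 25 medium spiny neuron genes, 2 were lower and none was higher (9 and none when adjusted over the list alone), with a median of -0.19 (camera, adjusted p = 5.82e-07; adjusted p = 0.0460 with an estimated correlation). These 2 were Ebf1 at -0.44 and the phosphatase gene Ptpn5 at -0.36. The mean of the hypothalamic and preoptic markers without Oxt was higher in MM by 0.11 (two-sided exact permutation p = 0.00233), with 6 of 7 MM samples above every SM sample, and of the 19 genes 1 was higher and none was lower (2 and none when adjusted over the list alone; camera, adjusted p = 0.169; adjusted p = 0.522 with an estimated correlation). Of 16 genes of meninges and fibroblasts, 4 were higher and none was lower (6 and none when adjusted over the list alone), with a median of 0.22 (camera, adjusted p = 6.46e-06; adjusted p = 0.0460 with an estimated correlation). Igfbp2, which binds insulin-like growth factors, was at 1.56 (limma's adjusted p = 8.70e-04), and Igf2, a growth factor, at 0.94 (limma's adjusted p = 0.00797). On slide 1 alone neither passed, Igf2 did not with the series matrix values, and over all alternatives their adjusted p was 2.06e-04 to 0.476 and 0.00197 to 0.562. Choroid plexus transcripts were higher in MM as well, with Ttr at 5.00 (limma's adjusted p = 1.97e-05, and 1.18e-05 to 0.175 over all alternatives). In SM against SS, 18 medium spiny neuron genes were lower and none was higher (21 and 1 when adjusted over the list alone; camera, adjusted p = 5.62e-13; adjusted p = 0.00697 with an estimated correlation). Of 17 oligodendrocyte genes 11 were lower and none was higher (12 and none when adjusted over the list alone; camera, adjusted p = 4.91e-07; adjusted p = 0.0636 with an estimated correlation), and of 19 hypothalamic and preoptic genes 6 were higher and none was lower (6 and none when adjusted over the list alone; camera, adjusted p = 2.49e-04; adjusted p = 0.0351 with an estimated correlation).

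Genes of DNA methylation and histone deacetylation that the paper names, and Creb1, the transcription factor CREB, gave these log2 differences in MS against SS, each with limma's adjusted p. Dnmt1 was at 0.20 (0.182), Dnmt3a at 0.12 (0.784), Tdg at -0.14 (0.313), Hdac1 at 0.10 (0.575) and Creb1 at -0.06 (0.819). Hdac2 was at -0.31 (0.00581), and did not pass under 7 alternatives (0.00254 to 0.785 over all alternatives), and Dnmt3b was at 0.30 (0.0456), and did not pass under 11 (0.0131 to 0.332 over all alternatives). The call on Dnmt3b also ended without SS sample 8, 15 or 20 (adjusted p = 0.159, 0.0742 and 0.0836 from limma) and without MS sample 7, 9, 12, 16 or 23 (adjusted p = 0.0889, 0.0561, 0.0972, 0.0580 and 0.0639 from limma). Of 14 measured genes of DNA methylation and demethylation, 1 was higher and 4 were lower (2 and 4 when adjusted over the list alone; camera, adjusted p = 0.313). No probe here is named for Tet1, Tet2, Tet3, Crhr1, Crhr2 or Crebbp, and Avpr1b was not tested, as too few arrays detected it.

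Avp and Oxt, the precursor of oxytocin, both made in the hypothalamus, were high on the same arrays. Over the 20 METH-exposed arrays with group means removed they had r = 0.876 and rho = 0.889 (permutation p = 1e-05 each, the smallest that 100000 permutations can give, adjusted p = 6e-05 over 6 relations), with r = 0.878 without the 2 arrays farthest from the median, 0.905 and 0.715 within slides 1 and 2, and 0.939, 0.984 and 0.836 within SM, MS and MM. Brightness of the arrays is argued against, as Avp and the log2 median intensity had r = -0.170 (permutation p = 0.607, adjusted p = 0.654), rho = -0.110 (permutation p = 0.682), r = -0.144 without the 2 farthest arrays, -0.111 and -0.509 within slides, and -0.294, -0.0151 and 0.0480 within SM, MS and MM. Hypothalamic tissue in some dissections may raise both, but Avp and the mean of the other hypothalamic markers had r = 0.101 (permutation p = 0.654, adjusted p = 0.654), rho = 0.0857 (permutation p = 0.716), r = -0.0920 without the 2 farthest arrays, 0.0765 and 0.116 within slides, and, in opposite directions, -0.782, 0.686 and 0.0575 within SM, MS and MM, so that the data neither bear this out nor exclude it. No biological explanation was tested.

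Over the same 20 arrays with group means removed, the mean of the hypothalamic markers without Oxt was also set against Crh and Cartpt. With Crh it had r = 0.310 (permutation p = 0.182, adjusted p = 0.547 over 6 relations), rho = 0.319 (permutation p = 0.194), r = 0.0820 without the 2 farthest arrays, 0.490 and -0.457 within slides 1 and 2, and -0.107, 0.817 and -0.0815 within SM, MS and MM. With Cartpt it had r = -0.228 (permutation p = 0.402, adjusted p = 0.603), rho = -0.311 (permutation p = 0.231), r = -0.122 without the 2 farthest arrays, -0.345 and 0.158 within slides, and -0.0502, -0.310 and -0.187 within SM, MS and MM.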
